A study of Mus musculus with 10 samples. Its data were reported in "Key epigenetic and signaling factors in the formation and maintenance of the blood-brain barrier" (2024).

How the data were processed

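Messenger RNA was sequenced from libraries labelled as endothelial cells (ECs) of the mouse cortex, the cells that line the vessels of the brain and form the blood-brain barrier (BBB). The labels place the 10 libraries in 4 groups, namely E13.5 (embryonic day 13.5, n = 3), adult control (n = 3), adult ECs treated with Wnt3a (n = 2) and adult ECs treated with MS-275 (n = 2). Wnt3a is a ligand of the Wnt/β-catenin pathway, and the labels give it at 200 nM. The study's methods give its concentration as a mass per volume instead. MS-275 (entinostat) inhibits class I histone deacetylases (HDACs), and the labels give it at 10 µM. The labels call the samples of a group biological replicates, and the study's methods describe ECs pooled from a litter as a replicate. No label ties a control library to a treated one. The methods describe plating on collagen, expansion in EC medium and a purity check with CD31 and isolectin B4, and they describe a cell sort only for other libraries than these.

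The authors aligned paired-end reads to the mm10 mouse genome with STAR. FastQC, cutadapt, STAR, featureCounts and DESeq2 are named in the submitters' processing notes without versions, while the study's methods describe in-house counting of reads on protein-coding genes. Whether the counting used strand is not given in the sources used here. The deposited values are a signal on a linear scale, gene counts that the authors divided by a size factor per library. Multiplying each deposited column by its recovered size factor, between 0.7198 and 1.2585, gave whole reads within 0.01 of a read for 100% of the values. The recovered libraries held 21171509 to 31810932 reads on genes. The table had 21638 lines, of which 26 carried a date in place of a gene symbol, a known effect of spreadsheet software. These lines were left out of every test, and they held 0.21% to 0.281% of a library's normalised counts. Of the other 21612 genes, 21442 (99.2%) had their symbol in the annotation used here, and 2545 had no read in any library. All sample columns of the table were used.

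Values are given as normalised counts, mean ± SD over the replicates of a group. A gene was tested when its normalised count was at least 10 in at least 2 libraries, which left 15211 genes. The test was limma with an intensity trend on log2(normalised count + 1), 2 groups at a time from a single fit of all 10 libraries, with Benjamini-Hochberg adjustment over the genes of a comparison. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.2. The study's methods name the same adjusted limit and a log fold change of 0.2 with no base, and its results text speaks of natural logs, so log2 and the absolute value were choices made here. Every adjusted p of a gene is from limma unless another tool is named. A fold change is on the log2(normalised count + 1) scale and understates the change of genes with few reads. For a gene with no read in a whole group, a fold is given as a lower bound against 3 reads over the group, which is a normalised count of 0.95 for adult control, 0.87 for E13.5, 1.93 for Wnt3a and 1.44 for MS-275. These floors cover counting error only, since reads copied by PCR are not independent molecules. Where a group held 1 to 3 reads, levels are given without a fold.

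The study used DESeq2, and a count test was kept as an alternative because the deposited values are already normalised. edgeR (quasi-likelihood) and DESeq2 were run on the recovered reads. Both were chosen before the data were examined, as were the groups, the thresholds, the 38 gene lists and the rule for named genes. The lists came from general knowledge and held markers of ECs and of other cell types of the brain, pathways and processes. A list was tested when at least 5 of its members were, which left 35 lists. The erythroid list had 4 such members, and the Y-linked and the mitochondrially encoded lists had 0. Lists were tested with limma's camera (preset correlation between genes of 0.01) and adjusted over the lists, and again with a correlation estimated from the data and with fry. The named genes were 25 genes that the study's text discusses, up to 4 members of each list with the smallest p in a comparison, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 and groups that did not overlap, and the 5 largest changes in each class of genes called in a pair of comparisons. From these the text takes a part, and some are not reported here. The 25 genes were discussed by the study on the same libraries, so their direction is not independent evidence.

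Other settings were a pseudocount of 0.5 or 10, no filter or a filter of 50, a fit of the compared groups alone, TMM factors, equal totals, quantile normalisation, weights for library quality, an absolute log2 fold change above 1, unadjusted p-values, the replicate number as a block, and leaving out each library in turn. The estimation of the quality weights stopped before convergence, with 65.037 for adult control 1 against 1.271 and 0.15 for adult control 2 and 3. Adult control thus rested mostly on 1 library there, and calls with these weights lend little support. A term for a set of libraries, and the test of the lists under quantile normalisation, were added after the data had been examined. Quantile normalisation gives genes with no read a value that differs between libraries. It can therefore shift the median of a list with many such genes, or turn its sign. Set 1 held adult control 1, adult control 2, Wnt3a 1 and MS-275 1, and set 2 held adult control 3, Wnt3a 2 and MS-275 2. The E13.5 libraries belong to neither set. They were coded with set 1 in the fit with the term, and they were kept in the fit of set 1 alone. The sets were read from the leading component of the deviations from group means, which held 59.8% of the variance within groups, and no label names them. No replicates were close enough to be a single library deposited more than once. The nearest pair, E13.5 2 and E13.5 3, differed by 5.07 times the sampling variance of reads. E13.5 1 differed from these by 83.6 and 84.74 times. Adult control 1 and 2 differed by 10.67 times, and adult control 3 from these by 247.27 and 278.55 times. The tests treat the libraries of a group as independent, and whether the closer pairs are was not tested.

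The steps were tested on simulated counts with 200 changed genes. These genes had a mean of at least 50 in adult control, and every group started from the adult control level. The rates below do not cover genes near 0 in adult control. For adult against E13.5 (12667 genes), limma recovered 69% of the 4-fold changes and 7% of the 2-fold changes with 5 false calls, edgeR 66% and 3% with 3, and DESeq2 92% and 38% with 53. For Wnt3a against adult control (12651 genes) these were 52% and 6% with 7 by limma, 51% and 6% with 4 by edgeR, and 88% and 33% with 60 by DESeq2. For MS-275 against adult control (12665 genes) they were 56% and 4% with 1 by limma, 55% and 3% with 1 by edgeR, and 85% and 29% with 43 by DESeq2. For MS-275 against Wnt3a (12665 genes) they were 50% and 1% with 2 by limma, 48% and 0% with 0 by edgeR, and 83% and 15% with 51 by DESeq2. Coordinates are those of GRCm38 (mm10) in GENCODE M21. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, version 1.17.8 of data.table, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.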

Results

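Transcriptomes of 10 libraries labelled as mouse cortical ECs were compared. The E13.5 libraries carry that label with endothelial markers near absent, for instance Pecam1 at 59.5 against 71699 in adult control. There were 3 libraries from E13.5, 3 from adult control cultures, 2 from adult cultures given Wnt3a and 2 from adult cultures given MS-275. Library depth ran from 21171509 reads on genes in Wnt3a 1 to 31810932 in MS-275 1. Genes with at least 1 read numbered from 13968 in adult control 2 to 16858 in E13.5 2. Eef1a1, a translation elongation factor, took the largest share of reads in the E13.5, control and Wnt3a libraries. Fth1, a ferritin subunit, took it in MS-275 1 (3.05%) and MS-275 2 (1.26%), and both genes are named here after their values were seen.

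The comparison of adult with E13.5 libraries took up the study's question of which genes differ between a forming and a mature BBB. The methods describe cells expanded in culture, and the study names changes caused by culture as a limit. A difference here therefore need not hold for the BBB in the brain. Transcripts that define ECs were abundant in adult libraries and close to absent at E13.5. Pecam1 (CD31) stood at 71699 ± 11642 in adult control (SD, n = 3) and 59.5 ± 12.9 at E13.5 (n = 3), a 1210-fold difference (adjusted p = 9.1e-08). Cdh5, the adhesion protein of endothelial junctions, stood at 82471 ± 7459 against 74.8 ± 28.8 (adjusted p = 3.9e-07). Cldn5, the main claudin of the BBB, stood at 24467 ± 14030 against 1.06 ± 1.84 (adjusted p = 1.0e-06), with 4 reads over the E13.5 libraries. The transcription factors Sox17 (2532 against 1.74) and Erg (13329 against 2.95) and the receptor Tie1 (21805 against 4.11) were also higher in adults. The log2 difference of Cldn5 was 13.65, and 14.30 without adult control 3, and its E13.5 reads were all in E13.5 1. That of Erg was 12.19, and 11.44 without E13.5 1, with levels of 0, 6.94 and 1.91 in E13.5 1, 2 and 3. Of the 27 genes of the endothelial identity list, 27 rose in adults, and 27 did so adjusted over the list alone. Their median log2 difference was 8.22, or 10.24 under quantile normalisation (camera adjusted p = 7.1e-20, and adjusted p = 0.0525 with an estimated correlation).

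**Figure D1:**
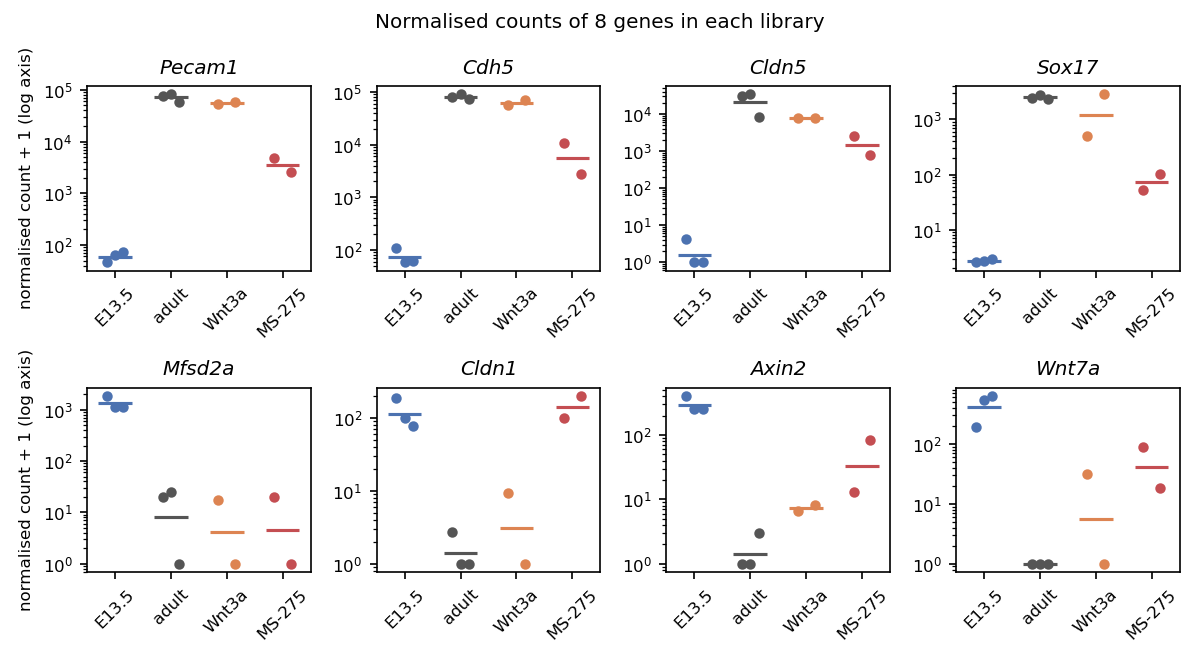
Normalised count plus 1 (log axis) of 8 genes in each library of the 4 groups, with 1 point per library and a line at the mean on the log scale. Pecam1, Cdh5, Cldn5 and Sox17 were lowest at E13.5, while Mfsd2a, Axin2 and Wnt7a were highest there and Cldn1 was highest with MS-275.

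Genes of barrier function went both ways, between libraries in which markers of neurons (median -7.72), astrocytes (-8.91), fibroblasts (-6.89) and pericytes (-6.40) were lower in adults. Mfsd2a, a lipid transporter that limits transcytosis, stood at 14.5 ± 12.8 in adults and 1386 ± 408 at E13.5 (adjusted p = 0.00421). Its log2 difference was -7.40, and -8.07, -8.24 and -5.90 without adult control 1, 2 and 3 in turn. The transcription factor Foxf2 was at least 42.2-fold lower in adults. Cldn1 stood at 0.578 in adults and 120.9 ± 58.8 at E13.5 (adjusted p = 2.5e-04), and Cldn11 was at least 93.1-fold lower in adults. The junction list had 11 members higher and 5 lower of 23 (13 and 8 adjusted over the list alone), with F11r at 8968 against 83.0 and a median of 1.08. Its camera adjusted p was 0.0107, and adjusted p = 0.0814 with an estimated correlation. The list of caveolae and vesicle transport had 6 higher and 0 lower of 10 (8 and 0 adjusted over the list alone), among them Plvap (5998 against 104.9), a protein of leaky vessels. Its camera adjusted p was 1.4e-04, and adjusted p = 0.102 with an estimated correlation. Cav1 stood at 20735 ± 11678 against 7760 ± 2444 and was not called by limma (adjusted p = 0.0705), while edgeR (adjusted p = 0.041), DESeq2 (adjusted p = 0.0194) and a fit of these 2 groups alone (adjusted p = 0.0336) called it, as did a fit with library quality weights (adjusted p = 5.1e-06). Of 25 BBB transporters 2 rose and 13 fell (3 and 13 adjusted over the list alone), including the thyroid hormone transporter Slco1c1, at least 343-fold lower, and the list had a camera adjusted p of 0.314. Of 17 BBB transcription factors 7 rose and 9 fell, both over all genes and adjusted over the list alone. Their median (-2.27, or -0.96 under quantile normalisation) and mean (-0.13) were below 0 and the camera direction was up (adjusted p = 0.86).

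Wnt target genes and ligands were lower in adults, and receptors and transducers went both ways, with more of them lower than higher. Markers of neurons (median -7.72), astrocytes (-8.91), fibroblasts (-6.89) and pericytes (-6.40) were lower in adults too, and the endothelial identity list (8.22) was higher. Axin2, a feedback inhibitor and direct target, stood at 0.657 in adults and 302.0 ± 88.1 at E13.5 (adjusted p = 2.8e-05), and Lef1 at 0.678 and 153.7 ± 58.8 (adjusted p = 1.8e-05). The Wnt/β-catenin target list had 0 members higher and 12 lower of 19 (0 and 13 adjusted over the list alone), with a median of -3.35, or -1.65 under quantile normalisation. Its camera adjusted p was 7.9e-04, and adjusted p = 0.0814 with an estimated correlation. Wnt7a (at least 476-fold lower) and Ndp (at least 293-fold lower) were among the 17 of 18 Wnt ligands that fell (18 adjusted over the list alone). The ligands had a median of -4.99, or -5.03 with genes at 0 set to their bound and -2.05 under quantile normalisation (camera adjusted p = 5.7e-06, and adjusted p = 0.0525 with an estimated correlation). Sfrp1 was at least 964-fold lower, and 7 of 9 secreted Wnt inhibitors fell (7 adjusted over the list alone). Their median was -6.34, or -6.47 with genes at 0 set to their bound and -3.70 under quantile normalisation (camera adjusted p = 0.00219, and adjusted p = 0.102 with an estimated correlation). Among receptors and transducers 4 rose and 12 fell of 29, also adjusted over the list alone (camera adjusted p = 0.388). Those that rose included Fzd4 (5992 against 627.2, adjusted p = 2.6e-04), Lrp5 (6383 against 2422, adjusted p = 3.4e-04) and Ctnnb1, which encodes β-catenin (55397 against 19470, adjusted p = 0.00235). Fzd3 was at least 4510-fold lower in adults. Fzd6 (799.2 ± 674.1 against 359.9 ± 32.6, adjusted p = 0.366), Apcdd1 (164.7 ± 74.6 against 361.6 ± 343.4, adjusted p = 0.303) and Cd44 (2810 ± 650 against 7986 ± 2251, adjusted p = 0.115) were not called, although DESeq2 (adjusted p = 0.0446), a fit of these 2 groups alone (adjusted p = 0.00321) and a fit with library quality weights (adjusted p = 1.2e-04) called Cd44. Vegfa, the main angiogenic growth factor, was 10.5-fold lower in adults (488.1 ± 137.3 against 5101 ± 1802, adjusted p = 2.0e-04). The angiogenesis list had 17 higher and 9 lower of 36 (17 and 10 adjusted over the list alone) and a median of 0.81, or 0.57 with genes at 0 set to their bound. Its camera adjusted p was 0.00367, and adjusted p = 0.0983 with an estimated correlation. Under quantile normalisation its median was 1.52 and it was not called (adjusted p = 0.0852).

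Most markers of other brain cells were abundant at E13.5 and near 0 in adults, with a mean of at least 10 for 92 of the 110 list genes in the table at E13.5 and for 18 in adult control. The neural progenitor gene Sox2 (4538 ± 432 at E13.5) and the radial glia gene Fabp7 (8156 ± 672) had no read in the adult control libraries, as did the astrocyte genes Slc1a3 and Aqp4 and the oligodendrocyte lineage gene Olig2. Acta2, smooth muscle actin, stood at 24395 ± 7348 at E13.5 and 11.9 ± 3.87 in adults. The fibroblast gene Col6a1 stood at 3969 ± 1834 and 0.657, and the microglial gene C1qc at 38.4 ± 4.01 and 0. Lower in adults were 22 of 22 genes of neurons and neural progenitors, 11 of 12 of astrocytes, 17 of 18 of fibroblasts and 11 of 11 of pericytes and smooth muscle, with the same counts adjusted over each list alone. Also lower were 4 of 7 genes of the oligodendrocyte lineage (5 adjusted over the list alone), 10 of 14 of microglia and macrophages (11) and 6 of 7 of epithelium and choroid plexus (6). Called higher in adults, and named here after their values were seen, were Cd68 of microglia (11578 ± 3765 against 945.8 ± 530.3, adjusted p = 6.2e-04) and Gpr17 of the oligodendrocyte lineage (153.6 ± 44.6 against 17.5 ± 9.13, adjusted p = 0.0302). The Cd68 log2 difference was 3.78, and 3.15 without E13.5 1. The Gpr17 call was lost without adult control 1 (adjusted p = 0.0786), adult control 2 (adjusted p = 0.0826), E13.5 2 (adjusted p = 0.1) or E13.5 3 (adjusted p = 0.0855). Median log2 differences were -7.72 for neurons and neural progenitors, -8.91 for astrocytes, -6.89 for fibroblasts, -6.40 for pericytes, -6.23 for the oligodendrocyte lineage, -4.68 for microglia and -4.25 for epithelium. With genes at 0 set to their bound, they were -7.76 for neurons, -7.05 for fibroblasts, -6.61 for pericytes and -4.69 for microglia. Under quantile normalisation they were -6.01 for neurons, -7.82 for astrocytes, -4.97 for fibroblasts, -4.55 for pericytes, -3.83 for the oligodendrocyte lineage, -1.79 for microglia and -1.04 for epithelium. Camera adjusted p-values were 5.6e-10 for neurons, 4.3e-05 for astrocytes, 3.8e-07 for fibroblasts, 5.6e-05 for pericytes, 0.0335 for the oligodendrocyte lineage, 0.00121 for microglia and 0.0301 for epithelium. In the same order, adjusted p = 0.0814, 0.0525, 0.106, 0.059, 0.102, 0.0814 and 0.102 with an estimated correlation. The oligodendrocyte list was not called without adult control 3 (adjusted p = 0.0518), with the library set as a term (adjusted p = 0.0574) or under quantile normalisation (adjusted p = 0.0612), and the epithelial list was not called under quantile normalisation (adjusted p = 0.189).

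Other gene groups also differed between these libraries, in which markers of neurons (median -7.72), astrocytes (-8.91) and fibroblasts (-6.89) were lower in adults. Hox genes, which set position along the body axis, had 17 of 23 members higher and 1 lower (18 and 1 adjusted over the list alone). Hoxb7 stood at 2508 ± 91.5 in adults and at 0 at E13.5 (at least 2890-fold higher), and Hoxd10 was at least 984-fold higher. The Hox median was 7.83, or 8.63 under quantile normalisation (camera adjusted p = 1.1e-10, and adjusted p = 0.102 with an estimated correlation). Interferon response genes had 12 higher and 1 lower of 20 (13 and 1 adjusted over the list alone), among them the RNA sensor Ddx58 (3972 against 385.2) and Oas1a (316.4 against 4.18), with a median of 2.13, or 3.46 under quantile normalisation. Their camera adjusted p was 5.5e-05, and adjusted p = 0.102 with an estimated correlation. Fetal growth and imprinted genes had 13 of 18 lower (13 adjusted over the list alone), such as Ndn and Dlk1, at least 1730-fold and 741-fold lower in adults. Their median was -4.82, or -4.83 with genes at 0 set to their bound and -3.09 under quantile normalisation (camera adjusted p = 7.0e-04, and adjusted p = 0.059 with an estimated correlation). Of 22 neuronal genes that are normally kept silent outside the nervous system, 17 fell and 2 rose, also adjusted over the list alone (median -6.09, or -6.21 with genes at 0 set to their bound and -4.14 under quantile normalisation). Their camera adjusted p was 2.3e-04, and adjusted p = 0.0983 with an estimated correlation. Hdac3 (871.7 against 1528, adjusted p = 0.00295) and Ezh2, a histone methyltransferase (750.4 against 2157, adjusted p = 0.00384), fell, and Hdac8 rose (448.5 against 191.3, adjusted p = 0.00268). Hdac1 (1564 ± 91.0 against 1865 ± 551, adjusted p = 0.408) and Hdac2 (4079 ± 1685 against 4883 ± 185, adjusted p = 0.406) were not called, although Hdac2 was with the library set as a term (adjusted p = 0.00189) and with library quality weights (adjusted p = 1.8e-05). The term coded the E13.5 libraries with set 1, and the weights rested mostly on adult control 1 among the controls. The list of class I HDACs and the repressive complex PRC2 had 2 higher and 3 lower of 15, also adjusted over the list alone (camera adjusted p = 0.681), and its median of -0.22 turned to 0.13 under quantile normalisation.

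**Figure D2:**
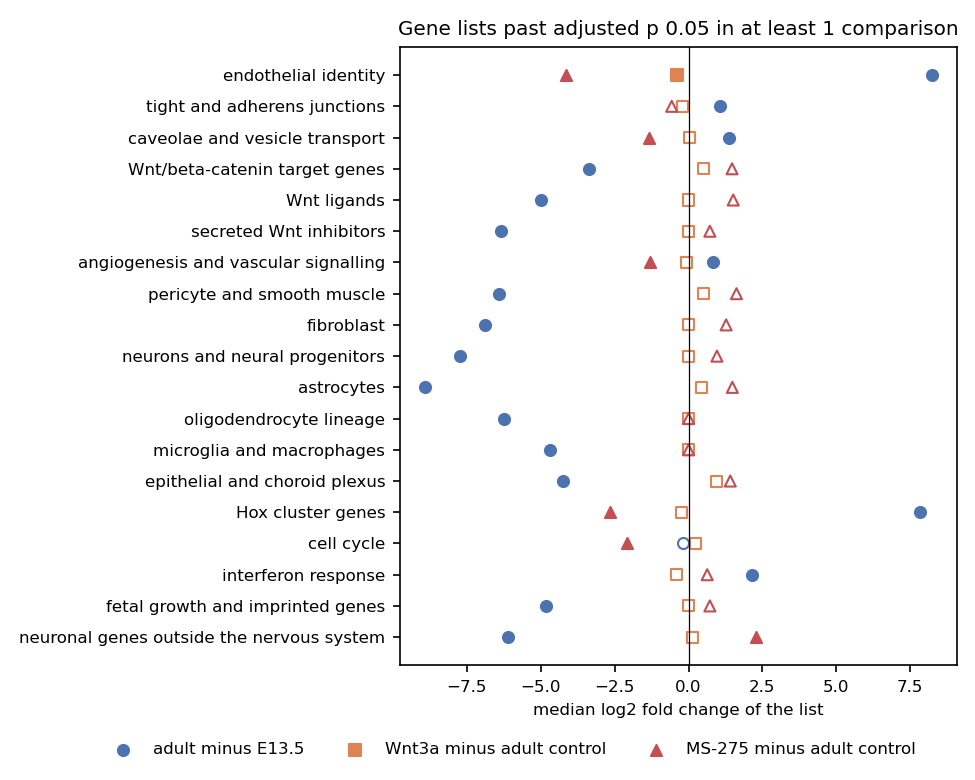
Median log2 fold change of each gene list past adjusted p 0.05 (camera) in at least 1 comparison, with adult minus E13.5 as circles, Wnt3a minus adult control as squares and MS-275 minus adult control as triangles, filled where the list passed. The endothelial list lay at 8.22 for adult minus E13.5 and at -4.15 for MS-275, and no list passed with an estimated correlation.

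Between adult and E13.5, 7462 of 15211 genes (49.1%) were called, 2722 higher and 4740 lower in adults. Quantile normalisation turned this split to 4488 higher and 3571 lower, and the median log2 difference of all genes moved from -0.20 to 0.12, while it was -0.34 with equal totals and -0.02 by edgeR. The groups did not overlap for 9506 genes (62.5%), against 10% by chance. Among the largest differences under the rule for named genes were Lyve1 (23157 against 1.17) and Clca2 (at least 7560-fold) higher in adults, and Ncan (at least 30000-fold) and Ptprz1 (at least 16600-fold) lower. Lyve1 is of the lymphatic and sinusoidal endothelium list, which had 3 higher and 3 lower of 10 (4 and 3 adjusted over the list alone). The median of that list was 1.55 (camera adjusted p = 0.388). Whether the adult libraries hold ECs of the BBB type was not tested. The library sets hold adult libraries only, so no value within a set can be had. In the fit with the set as a term the E13.5 libraries were coded with set 1, and its result depends on that choice. That fit called 9176 genes, 7411 of them among the 7462.

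The comparison of Wnt3a with adult control asked whether the ligand raises Wnt target genes in adult ECs. Axin2 stood at 6.36 ± 1.14 with Wnt3a (n = 2) and 0.657 ± 1.14 in control (n = 3), with 10 and 2 reads (adjusted p = 0.752). Cd44, a Wnt target and adhesion receptor, stood at 12807 ± 14382 and 2810 ± 650, and Lef1 at 0 and 0.678. Cldn5 stood at 7898 ± 92.0 and 24467 ± 14030, Ctnnb1 at 25062 ± 6629 and 55397 ± 18254, and Wnt7a at 15.3 ± 21.6 and 0. Among endothelial genes Pecam1 stood at 55591 ± 2998 and 71699 ± 11642, Cdh5 at 63113 ± 10427 and 82471 ± 7459, Tek at 1771 ± 691.3 and 4458 ± 1803, Plvap at 3052 ± 1628 and 5998 ± 464.8, and Vwf, von Willebrand factor, at 1823 ± 715.3 and 521.3 ± 734.8. Fn1, fibronectin, stood at 23754 ± 13033 and 6883 ± 5049, the angiogenesis inhibitor Thbs1 at 1069 ± 568.4 and 271.1 ± 121.0, Wnt7b at 0 and 8.77 ± 5.89, Tcf7 at 27.6 ± 11.6 and 12.3 ± 5.40, Fzd4 at 4712 ± 3803 and 5992 ± 1764, and Mfsd2a at 8.34 ± 11.8 and 14.5 ± 12.8. None of these differences passed the test over all genes with all libraries. Adjusted over the Wnt ligand list alone, 1 of 18 ligands was called lower and 0 higher (camera adjusted p = 0.9). Without adult control 3, calls were made for Ctnnb1 (adjusted p = 0.0252), Vwf (adjusted p = 0.0222), Fn1 (adjusted p = 0.0279), Thbs1 (adjusted p = 0.0461) and Wnt7b (adjusted p = 0.0145). limma called 0 of 15211 genes, with 916 at an unadjusted p under 0.05 (540 higher and 376 lower) and a smallest adjusted p of 0.369, and edgeR (925 at an unadjusted p under 0.05) and DESeq2 (1166) also called 0. The groups did not overlap for 2435 genes (16%), against 20% by chance. The endothelial identity list was the single list called, with 0 of 27 members called (0 adjusted over the list alone) and a median of -0.39. Its camera adjusted p was 0.0254, and adjusted p = 0.969 with an estimated correlation. It was 0.141 without adult control 3 and 0.689 without Wnt3a 1. The Wnt target list had 0 of 19 members called, also adjusted over the list alone, with a median of 0.49 (camera adjusted p = 0.0869).

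The Wnt3a libraries did not differ from control alike. Wnt3a 1 and Wnt3a 2 differed over 2-fold in 3733 genes, while Wnt3a 2 and adult control 3 differed so in 1114. The untreated adult control 1 and adult control 2 differed so in 993. Within library set 1 the Wnt3a differences had an SD of 1.03 on the log2 scale and within set 2 of 0.56, and across genes, which are not independent replicates, they correlated at r = 0.04. Axin2 stood at 5.56 in Wnt3a 1 against 0 in adult control 1 and 2, and at 7.16 in Wnt3a 2 against 1.97 in adult control 3. Within set 1 the log2 difference was 2.85 for Cd44, -2.39 for Sox17 and -1.69 for Ctnnb1. Within set 2 these were 0.35 for Cd44, 0.28 for Sox17 and -0.22 for Ctnnb1. The fit of set 1 alone also held the E13.5 libraries, and its spread came only from them and from adult control 1 and 2. Set 1 alone, where the lone Wnt3a library is assumed to vary like the others, called Cd44 (adjusted p = 0.00697), Sox17 (adjusted p = 0.00785) and Ctnnb1 (adjusted p = 0.00366). It also called Axin2 (adjusted p = 0.017), Fgf18 (adjusted p = 0.0142) and Wnt7a (adjusted p = 0.0144), which had no read in the controls of set 1 and levels of 5.56, 5.56 and 30.6 in Wnt3a 1, so the calls of Axin2 and Fgf18 rest on few reads. Further calls there were Wnt7b (adjusted p = 0.00909), Fzd4 (adjusted p = 0.00571), Fzd6 (adjusted p = 0.0372), Lrp5 (adjusted p = 0.0133), Vwf (adjusted p = 0.016), Tek (adjusted p = 0.021), Fn1 (adjusted p = 0.00951), Thbs1 (adjusted p = 0.0238), Stab1 (adjusted p = 0.00306) and Plvap (adjusted p = 0.0192). In all 18 of the 35 named genes tested there were called, and 2953 of all genes. In other fits 579 genes were called without adult control 3, and 74 without Wnt3a 2. The set term gave 0 called genes by limma, with 1743 at an unadjusted p under 0.05, and 4 lists then passed by camera. They were hypoxia and glycolysis (up, adjusted p = 6.8e-04), Wnt targets (up, adjusted p = 0.024), leukocyte adhesion and inflammation (up, adjusted p = 0.024) and endothelial identity (down, adjusted p = 0.024). In the same order, adjusted p = 0.587, 0.587, 0.587 and 0.922 with an estimated correlation in that fit.

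**Figure D3:**
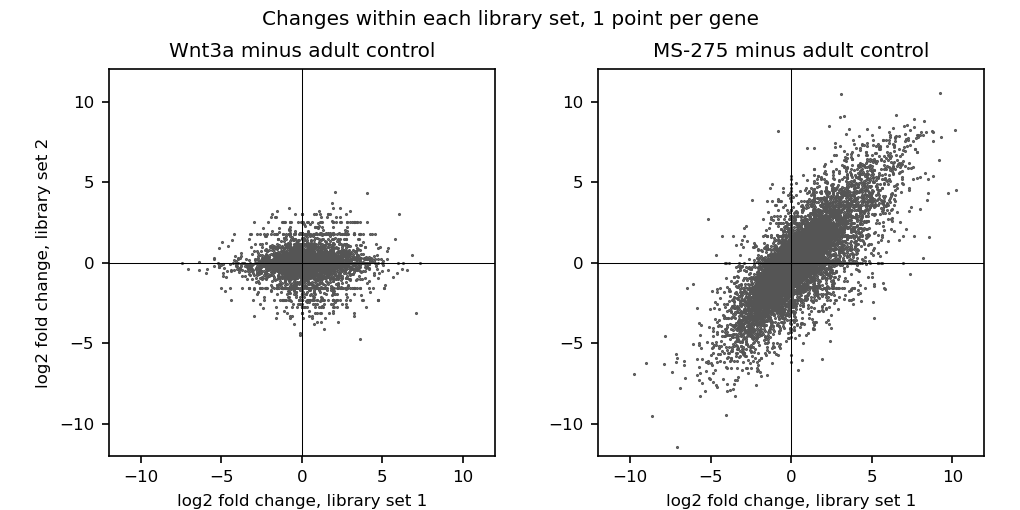
Log2 fold change within library set 1 (horizontal) and library set 2 (vertical) for each tested gene, with Wnt3a minus adult control on the left and MS-275 minus adult control on the right. The changes correlated at 0.04 across genes for Wnt3a and at 0.76 for MS-275.

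The comparison of MS-275 with adult control asked which EC genes change when class I HDACs are inhibited. Endothelial genes fell together. Pecam1 stood at 3657 ± 1564 with MS-275 (n = 2) and 71699 ± 11642 in control (n = 3), 19.6-fold lower (adjusted p = 6.4e-05). Cdh5 was also lower (6870 ± 5744 against 82471 ± 7459, adjusted p = 6.7e-04) and Sox17 33.4-fold lower (75.9 ± 34.9 against 2532 ± 226, adjusted p = 5.9e-04). Emcn (263.6 against 22436), Ptprb (369.9 against 18894), Nos3, which makes nitric oxide (1892 against 44434), and the angiopoietin receptor Tek (76.0 against 4458) also fell. Without MS-275 1 and without MS-275 2 in turn, log2 differences were -4.87 and -2.91 for Cdh5 (-3.89 with both), -6.39 and -5.18 for Ptprb (-5.78), -5.47 and -3.96 for Nos3 (-4.71) and -6.81 and -5.15 for Tek (-5.98). Of 27 endothelial identity genes 24 fell and 0 rose (25 and 0 adjusted over the list alone), with a median of -4.15 (camera adjusted p = 4.9e-13, and adjusted p = 0.206 with an estimated correlation). The 3 members not called, named here after their values were seen, were Vwf (log2 difference 2.45, adjusted p = 0.11), Kdr (-1.21, adjusted p = 0.0513) and Cd34 (-1.82, adjusted p = 0.25). Vwf was called without adult control 3 (adjusted p = 0.00236), in library set 1 alone (adjusted p = 0.00622) and with library quality weights (adjusted p = 0.00625). Kdr was called by edgeR (adjusted p = 0.0478) and DESeq2 (adjusted p = 0.0188), with the set term (adjusted p = 9.9e-04), in library set 1 alone (adjusted p = 0.018), with TMM factors (adjusted p = 0.0457) and with a filter of 50 (adjusted p = 0.0495), and Cd34 in a fit of these 2 groups alone (adjusted p = 0.0136). In angiogenesis and vascular signalling 18 of 36 fell and 2 rose (19 and 2 adjusted over the list alone), with Notch4 at 231.5 against 10289 and a median of -1.31. The log2 difference of Notch4 was -5.76, and -6.79 without MS-275 1 and -4.72 without MS-275 2. Its camera adjusted p was 4.3e-04, and adjusted p = 0.206 with an estimated correlation. Vegfa stood at 448.5 ± 81.0 and 488.1 ± 137.3 (adjusted p = 0.912).

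Among barrier genes Cldn1 and Cldn5 went opposite ways. Cldn1 rose from 0.578 ± 1.00 to 148.1 ± 71.9 (adjusted p = 9.5e-04), and Cldn5 fell from 24467 ± 14030 to 1681 ± 1243 (adjusted p = 0.00644), a call lost without MS-275 2 (log2 difference -3.85 with it and -3.01 without, adjusted p = 0.0683). For Cldn5 the log2 difference was -4.50 without adult control 3 and -4.68 without MS-275 1. Cgn, cingulin of tight junctions, rose 86.2-fold (1047 ± 114 against 12.1 ± 8.19, adjusted p = 8.9e-04), with a log2 difference of 6.55 that was 5.96 without adult control 3, and Esam fell 17.7-fold. The junction list had 3 higher and 9 lower of 23, also adjusted over the list alone (camera adjusted p = 0.0546). Plvap fell 5.67-fold (adjusted p = 0.00113), and Cav1 fell 5.30-fold (adjusted p = 0.00962), a call lost without MS-275 2 (log2 difference -2.58 with it and -1.59 without, adjusted p = 0.0842, and -3.57 without MS-275 1). The caveolae list had 5 lower and 0 higher of 10 (7 lower and 1 higher adjusted over the list alone) and a median of -1.34 (camera adjusted p = 0.0358, and adjusted p = 0.561 with an estimated correlation). It was not called without adult control 3 (adjusted p = 0.0654), without MS-275 2 (adjusted p = 0.0664), with the set term (adjusted p = 0.0669) or under quantile normalisation (adjusted p = 0.139). BBB transporters had 5 higher and 5 lower of 25, also adjusted over the list alone (camera adjusted p = 0.737), and BBB transcription factors 3 higher and 7 lower of 17, also adjusted over the list alone (camera adjusted p = 0.318). Mfsd2a (9.38 ± 13.3 against 14.5 ± 12.8, adjusted p = 0.739) was not called. Foxf2 and Cldn11 had no read in either group.

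Several Wnt genes rose with MS-275, as did the medians of the pericyte (1.62), fibroblast (1.27) and astrocyte (1.48) lists, while the endothelial list fell (-4.15). Axin2 rose from 0.657 ± 1.14 to 47.5 ± 50.3 (adjusted p = 0.00283), and Tcf7, a partner of β-catenin, from 12.3 ± 5.40 to 291.6 ± 29.1 (adjusted p = 2.4e-04). Axin2 was also called without MS-275 1 (adjusted p = 0.00112) and without MS-275 2 (adjusted p = 0.0193). Rnf43 (at least 28.8-fold higher), Fgf18 (at least 11.7-fold) and the secreted inhibitor Wif1 (at least 67.9-fold) rose from 0. Lef1 rose from 0.678 ± 1.17 to 10.2 ± 7.20 (adjusted p = 0.00998), and this call was lost with a pseudocount of 10 (adjusted p = 0.0685), under quantile normalisation (adjusted p = 0.27), in library set 1 alone (adjusted p = 0.114) and without MS-275 2 (adjusted p = 0.0853). Wnt7a rose from 0 to 52.2 ± 49.2 (adjusted p = 0.0117), with 87.0 in MS-275 1 and 17.5 in MS-275 2, and the call was lost without MS-275 1 (adjusted p = 0.0837). Apcdd1 rose 5.05-fold (adjusted p = 0.0249), a call lost without adult control 1 (adjusted p = 0.0638), adult control 2 (adjusted p = 0.0732) or MS-275 2 (adjusted p = 0.17), under quantile normalisation (adjusted p = 0.0643) and in library set 1 alone (adjusted p = 0.111). Cd44 stood at 8783 ± 6124 and 2810 ± 650 and was not called (adjusted p = 0.179), although it was with the set term (adjusted p = 0.0155) and in library set 1 alone (adjusted p = 0.0037). The Wnt target list had 9 higher and 2 lower of 19, also adjusted over the list alone, with a median of 1.47, or 0.89 under quantile normalisation (camera adjusted p = 0.0847). Wnt ligands had 8 higher and 2 lower of 18, also adjusted over the list alone, with a median of 1.51, or 1.29 with genes at 0 set to their bound and 0.31 under quantile normalisation (camera adjusted p = 0.116). Secreted Wnt inhibitors had 2 higher and 0 lower of 9, also adjusted over the list alone, and their median of 0.72 turned to -0.54 under quantile normalisation (camera adjusted p = 0.507). Receptors and transducers had 3 higher and 6 lower of 29, also adjusted over the list alone (camera adjusted p = 0.507), with Lrp6 higher (8674 against 3670, adjusted p = 0.00203) and Lrp5 lower (2904 against 6383, adjusted p = 0.00389). Fzd4 fell 3.23-fold (adjusted p = 0.0226), a call lost without adult control 3 (adjusted p = 0.0509), MS-275 1 (adjusted p = 0.127) or MS-275 2 (adjusted p = 0.0588). Ctnnb1 stood at 30022 ± 2233 and 55397 ± 18254 and was not called by limma (adjusted p = 0.064), while it was called without adult control 3 (adjusted p = 0.00526), with the set term (adjusted p = 0.0493), in library set 1 alone (adjusted p = 0.00175), with library quality weights (adjusted p = 0.00618) and by edgeR (adjusted p = 0.0407) and DESeq2 (adjusted p = 0.0161).

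Cell cycle genes fell with MS-275. Mcm5, a part of the replicative helicase, was 22.3-fold lower (68.0 ± 21.3 against 1515 ± 412, adjusted p = 5.6e-04), and Cdc20 (27.9 against 551.1), Ccnb1 (74.7 against 1010.1) and Aurkb (35.2 against 461.5) of mitosis fell too. The log2 difference of Cdc20 was -4.43, and -5.24 without MS-275 1 and -3.62 without MS-275 2. Of 30 cell cycle genes 21 fell and 1 rose (22 and 1 adjusted over the list alone), with a median of -2.07 (camera adjusted p = 4.2e-07, and adjusted p = 0.614 with an estimated correlation). Of 7 cyclin-dependent kinase inhibitors 2 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 0.895), and Cdkn1a (p21) stood at 8307 ± 362 and 10313 ± 573 (adjusted p = 0.264, and 0.0225 in library set 1 alone). Genes known to respond to HDAC inhibitors had 7 higher and 1 lower of 13, also adjusted over the list alone (camera adjusted p = 0.387), with Gadd45b 14.8-fold higher. Hdac1 rose 1.66-fold by limma (adjusted p = 0.0315), and it was not called by edgeR (adjusted p = 0.0517) or in library set 1 alone (adjusted p = 0.134). The Hdac1 call was also lost without adult control 1 (adjusted p = 0.0927), adult control 2 (adjusted p = 0.0672), MS-275 1 (adjusted p = 0.0628) or MS-275 2 (adjusted p = 0.16). Hdac8 fell 1.74-fold (adjusted p = 0.0361), a call lost without adult control 1 (adjusted p = 0.0988), adult control 2 (adjusted p = 0.0951) or MS-275 2 (adjusted p = 0.222), in a fit of these 2 groups alone (adjusted p = 0.0954) and under quantile normalisation (adjusted p = 0.0966). Hdac2 stood at 6019 ± 2053 and 4079 ± 1685 (adjusted p = 0.207), and it was called without adult control 3 (adjusted p = 0.0317), in library set 1 alone (adjusted p = 0.0122), with the set term (adjusted p = 0.0135) and with library quality weights (adjusted p = 0.0279). Hdac3 stood at 1088 ± 34.5 and 871.7 ± 80.9 (adjusted p = 0.185). Ezh2 stood at 853.4 ± 199.7 and 750.4 ± 306.1 (adjusted p = 0.635). The list of class I HDACs and PRC2 had 1 higher and 4 lower of 15, also adjusted over the list alone (camera adjusted p = 0.737).

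Some genes of other tissues rose with MS-275, where 3314 of all 15211 genes were called higher. Neuronal genes normally silent outside the nervous system had 12 higher and 1 lower of 22 (12 and 2 adjusted over the list alone), such as Vgf (3731 ± 2693 against 10.8 ± 8.04) and Nrxn2 (2340 ± 2113 against 11.7 ± 5.35). Without MS-275 1 and without MS-275 2 in turn, log2 differences were 9.13 and 7.51 for Vgf (8.32 with both) and 8.34 and 6.16 for Nrxn2 (7.25). Their median was 2.28, or 2.13 with genes at 0 set to their bound and 0.77 under quantile normalisation (camera adjusted p = 0.0447, and adjusted p = 0.516 with an estimated correlation). This list was not called without adult control 1 (adjusted p = 0.0516), adult control 2 (adjusted p = 0.052), adult control 3 (adjusted p = 0.0654) or MS-275 1 (adjusted p = 0.0695), with the set term (adjusted p = 0.0669) or under quantile normalisation (adjusted p = 0.303). Among genes of neurons and neural progenitors 8 of 22 rose and 0 fell, also adjusted over the list alone, among them Tubb3 (451.3 ± 165.2 against 1.26 ± 1.10) and Snap25 (154.8 ± 60.9 against 0.657 ± 1.14). The neuronal median of 0.96 turned to -0.31 under quantile normalisation (camera adjusted p = 0.116). Desmin (Des), of muscle, was at least 386-fold higher and Col6a1 reached 631.3 ± 300.5 from 0.657 ± 1.14. Pericyte genes had 5 higher and 0 lower of 11 (6 and 0 adjusted over the list alone, median 1.62, or 0.42 under quantile normalisation, camera adjusted p = 0.0546), and fibroblast genes 7 higher and 0 lower of 18, also adjusted over the list alone (median 1.27, or 0.41 under quantile normalisation, camera adjusted p = 0.0971). Astrocyte genes had 4 higher and 1 lower of 12 (median 1.48, or 1.35 with genes at 0 set to their bound and 0.13 under quantile normalisation, camera adjusted p = 0.352). Oligodendrocyte genes had 1 higher and 2 lower of 7 (camera adjusted p = 0.737), microglial genes 1 higher and 0 lower of 14 (camera adjusted p = 0.782), and epithelial genes 1 higher and 0 lower of 7 (camera adjusted p = 0.507), all with the same counts adjusted over the list alone. The medians were 0 for oligodendrocyte and for microglial genes and 1.41 for epithelial genes, and each was below 0 under quantile normalisation. Both medians of 0 moved to the same -0.63 there, a shift that this scaling gives genes with no read. These signs are thus no evidence of a fall. Hba-a1, an α-globin gene with a near-identical paralog and so uncertain, was at least 260-fold higher, and 2 of the 4 erythroid genes that could be tested rose and 0 fell, also adjusted over the list alone. None of the 4 was called by limma for adult against E13.5 or for Wnt3a. Hox genes had 14 lower and 3 higher of 23 (15 and 3 adjusted over the list alone), with Hoxb8 38.1-fold and Hoxb7 14.6-fold lower and a median of -2.65. Log2 differences without MS-275 1 and without MS-275 2 in turn were -5.96 and -4.75 for Hoxb8 (-5.35 with both) and -4.72 and -3.32 for Hoxb7 (-4.02). Their camera adjusted p was 0.00141, and adjusted p = 0.563 with an estimated correlation.

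Between MS-275 and adult control 5955 genes (39.1%) were called, 3314 higher and 2641 lower. The median log2 difference of all genes was 0.15, and 0.01 under quantile normalisation. The groups did not overlap for 8717 genes (57.3%), against 20% by chance. Cadm4, an adhesion molecule, had the largest rise (3056 ± 1942 against 2.97 ± 3.58) and Ushbp1 the largest fall (8.53 ± 12.1 against 2572 ± 267) under the rule for named genes. The log2 difference of Cadm4 was 9.90, and 9.14 without adult control 2, 10.59 without MS-275 1 and 9.20 without MS-275 2, with levels of 6.94, 0 and 1.97 in adult control 1, 2 and 3. That of Ushbp1 was -9.24, and -7.15 without MS-275 2, with 17.1 in MS-275 1 and 0 in MS-275 2. Over 69 called genes of the rule or named after their values were seen, 32 moved over 1.5-fold when 1 library was left out. Trpc5os, at least 451-fold higher and at 641.4 in MS-275 1 and 217.5 in MS-275 2, is named for the opposite strand of Trpc5, and its reads cannot be told from those of its partner without strand. The count was 3505 without MS-275 2. Within the library sets the differences correlated at r = 0.76 across genes, and Pecam1 differed by -4.03 in set 1 and -4.53 in set 2.

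MS-275 and Wnt3a were also compared with each other directly. Endothelial genes were lower with MS-275 than with Wnt3a, among them Pecam1 (3657 ± 1564 against 55591 ± 2998, adjusted p = 2.1e-04) and Cdh5 (6870 ± 5744 against 63113 ± 10427, adjusted p = 0.00256). Fst, the activin inhibitor follistatin, was 77.3-fold lower with MS-275 (200.9 ± 124.9 against 15517 ± 1248, adjusted p = 1.3e-04). Cldn1 was 35.5-fold higher (adjusted p = 0.00508), a call lost in a fit of these 2 groups alone (adjusted p = 0.0591). Its log2 difference was 5.52, and 3.91 without Wnt3a 2, with 8.34 in Wnt3a 1 and 0 in Wnt3a 2. Log2 differences without MS-275 1 and without MS-275 2 in turn were -4.48 and -2.52 for Cdh5 (-3.50 with both) and -7.09 and -5.74 for Fst (-6.42). Axin2 (47.5 ± 50.3 against 6.36 ± 1.14, adjusted p = 0.0984) and Cldn5 (1681 ± 1243 against 7898 ± 92.0, adjusted p = 0.0706) were not called by limma, and DESeq2 called both (adjusted p = 0.0175 and 0.0166). Cldn5 was also called with a pseudocount of 10 (adjusted p = 0.0285), under quantile normalisation (adjusted p = 0.0357) and with the set term (adjusted p = 0.025). Axin2 was also called with the set term (adjusted p = 0.0175) and without MS-275 1 (adjusted p = 0.013). Endothelial identity genes had 21 lower and 0 higher of 27 (24 and 0 adjusted over the list alone) and cell cycle genes 23 lower and 0 higher of 30 (25 and 1 adjusted over the list alone). Their camera adjusted p-values were 5.9e-13 and 3.1e-09, and adjusted p = 0.208 and 0.588 with an estimated correlation. Angiogenesis genes had 2 higher and 15 lower of 36 (2 and 17 adjusted over the list alone, median -1.25), Hox genes 3 and 11 of 23 (3 and 13, median -2.49) and caveolae genes 0 and 6 of 10 (1 and 6, median -1.30). Their camera adjusted p-values were 2.0e-04, 0.00195 and 0.0365, and adjusted p = 0.208, 0.588 and 0.588 with an estimated correlation, and the caveolae list was not called with the set term (adjusted p = 0.0871). In all 4454 genes (29.3%) were called, 2447 higher and 2007 lower with MS-275, and 9056 (59.5%) did not overlap against 33.3% by chance. The count was 1002 in a fit of these 2 groups alone, 2322 without MS-275 2 and 2987 without Wnt3a 2.

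Finally, the changes with MS-275 were set beside the differences of E13.5 from adult control. Of the genes called in both, 1653 were higher and 1039 lower with MS-275 and at E13.5, together 2692, and 548 went opposite ways. Independent lists of these sizes would share 1032.7 and 472.6 genes, and opposite changes would number 593 and 823 where 268 and 280 were found. The 2692 genes were 45.2% of the MS-275 calls and 36.1% of the E13.5 calls. Log2 differences correlated at r = 0.51 across genes, which are not independent replicates, against 0.45 for simulated unchanged groups that share the controls. Their covariance was 2.61 against 0.11 simulated, a difference of 2.50, and 63.1% had the same sign against 64.6% simulated. Simulated groups shared 0 calls by limma in 50 simulations. No gene changed in them, so few calls could arise and this 0 was close to fixed in advance. It does not show how much of the excess comes from the shared controls, and part of it may. The simulations also held no library sets, so their covariance is only a rough guide. The 3 control libraries cannot be split so that each part keeps at least 2. Both higher were Cadm4 (3066 at E13.5 and 3056 with MS-275), Vgf (4084 and 3731) and Cd36 (653.2 and 439.9), and both lower were Dipk2b, Clca2 and Gpihbp1. By list, 24 of 27 endothelial identity genes and 14 of 23 Hox genes were lower in both, while 8 of 19 Wnt targets, 8 of 18 Wnt ligands and 12 of 22 neuronal genes silent outside the nervous system were higher in both. The E13.5 libraries had endothelial genes lower than adult ones by a median of 8.22, and 7 of the 7 tested lists of other cells higher by a median above 1. Rfx4 and Arnt2 were higher at E13.5 and lower with MS-275, and Gda and the interferon gene Rsad2 the opposite. The fall of Arnt2 with MS-275 (adjusted p = 0.0405) was not called without adult control 3 (adjusted p = 0.0672), MS-275 1 (adjusted p = 0.0848) or MS-275 2 (adjusted p = 0.204), or in a fit of these 2 groups alone (adjusted p = 0.0661). The difference of Rsad2 between adult and E13.5 (adjusted p = 0.0217) was not called without adult control 1 (adjusted p = 0.0753), adult control 2 (adjusted p = 0.0697), E13.5 1 (adjusted p = 0.0685) or E13.5 3 (adjusted p = 0.08). For Wnt3a and E13.5, r was 0.23 against 0.45 simulated and the covariance 0.43 against 0.11, and for Wnt3a and MS-275 r was 0.36 against 0.40 and the covariance 0.41 against 0.11. Both Wnt3a pairs shared 0 called genes, since limma called 0 for Wnt3a. Without adult control 3 they shared 390 and 438, and without Wnt3a 2 they shared 49 and 56.

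Key genes lie at the following places in GRCm38. Pecam1 spans 106654217 to 106750628 on the minus strand of chromosome 11, where Axin2 spans 108920349 to 108950783 on the plus strand. Cldn5 spans 18776847 to 18778262 on the plus strand of chromosome 16, where Cldn1 spans 26356642 to 26371841 on the minus strand. Lef1 spans 131110471 to 131224356 on the plus strand of chromosome 3, and Mfsd2a 122946850 to 122961188 on the minus strand of chromosome 4. Sox17 spans 4490931 to 4497354 on the minus strand of chromosome 1, and Wnt7a 91363981 to 91411363 on the minus strand of chromosome 6. Counts are over whole protein-coding genes, so exons and untranslated regions were not told apart.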

Values the study reported

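The study reported 3738 genes upregulated and 5650 downregulated in adult ECs compared with E13.5. For MS-275 it reported 3436 upregulated and 3050 downregulated genes in adult cortical ECs. Of the genes related to Wnt signalling, 67% were downregulated and 33% upregulated in adults. After Wnt3a the study described a rise of a single Wnt target, Cd44, and lower expression of 16 genes related to Wnt. By markers of ECs, the purity of the cultures was put at more than 90%.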

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

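Alternatives with the library set, and quantile normalisation for the lists, were chosen after the results were seen, and the others before. Between adult and E13.5 the 7462 called genes became 8059 (4488 higher, 3571 lower) under quantile normalisation, 5812 (1813 and 3999) at an absolute log2 fold change above 1, which removes small changes by construction, and 12849 (5269 and 7580) with quality weights, whose estimation stopped before convergence, with a weight of 65.037 for adult control 1. Leaving out 1 library gave 5703 to 8191. For Wnt3a the count of 0 became 916 (540 and 376) at an unadjusted p, 2953 (1686 and 1267) in library set 1 alone, and 0 to 579 with 1 library left out, the highest without adult control 3 (411 and 168), with 74 (33 and 41) without Wnt3a 2. For MS-275 leaving out 1 library gave 3505 to 6910, the lowest without MS-275 2. MS-275 against Wnt3a gave 1002 (503 and 499) in a fit of these groups alone, where fewer samples estimate the spread, and 2322 to 4318 with 1 library left out, the lowest without MS-275 2 and 2987 without Wnt3a 2. Where this left an arm with 1 library, it was assumed to vary like the other groups. The cause of the other shifts was not tested.

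Of the lists called, 18 for adult against E13.5 became 0 with an estimated correlation and 28 with fry, which does not compare a list with other genes, and 17 to 19 with 1 library left out. For MS-275, 6 became 0, 20 and 4 to 8. For Wnt3a, 1 became 0 with an estimated correlation, 0 with fry, 2 with the replicate block, 4 with the set term 0 with the set term and an estimated correlation, which gave 0 for the other comparisons too, and 0 to 9 with 1 library left out (0 without adult control 3, 9 without Wnt3a 2, 4 without adult control 1, 3 without adult control 2 or without Wnt3a 1). Quantile normalisation gave 19 lists for adult against E13.5, 1 for Wnt3a and 4 for MS-275. Genes called in the same direction with MS-275 and at E13.5 numbered 1915 to 3463, for Wnt3a and E13.5 0 to 390, and for Wnt3a and MS-275 0 to 438 with 1 library left out.

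The replicate numbers do not pair the libraries of all groups. Same-numbered deviations correlated between -0.45 (adult control 2 and Wnt3a 2) and 0.45 (adult control 1 and Wnt3a 1). In the treated arms the numbers follow the library sets, and Wnt3a and MS-275 correlated at 0.4 for both numbers. These values are equal by construction with 2 libraries per arm. With the replicate block 7497 genes were called for adult against E13.5, 0 for Wnt3a by limma (1817 at an unadjusted p under 0.05), 5994 for MS-275 and 4314 for MS-275 against Wnt3a. The block ended the MS-275 calls of Hdac1 (adjusted p = 0.0745) and Arnt2 (adjusted p = 0.0638) and made those of Ctnnb1 (adjusted p = 0.0346), Vwf (adjusted p = 0.0244) and, against Wnt3a, Cldn5 (adjusted p = 0.0219), and it ended that of the oligodendrocyte list for adult against E13.5 (adjusted p = 0.057). Not every library correlated best with its own number, although both MS-275 libraries did so with Wnt3a. The set term gave 9176, 0, 7756 and 6543 genes. edgeR called 7392, 0, 5656 and 3771 genes, and DESeq2 7840, 0, 6611 and 5067. For the named genes no alternative turned a direction with a call. Over genes and alternatives, calls were lost 8 times and gained 9 times in 1309 for adult against E13.5, 0 and 24 in 656 for Wnt3a, 40 and 25 in 1567 for MS-275, and 10 and 8 in 323 for MS-275 against Wnt3a. Leaving out 1 library moved the fold by over 1.5 times for 7 of 63 called genes of adult against E13.5, 32 of 69 of MS-275 and 11 of 15 of MS-275 against Wnt3a. Depth limits genes near 0 in adults, such as Axin2 with 2 reads in adult control, whose fold is not given.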

Other observations

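Tests chosen only after the results were seen are those of RNA from other cells, of scaling, of the library sets and of a lower EC share. That of an untreated library was chosen before its value was seen but rests on library sets read from the data, and that of the other splits of the samples was chosen before.

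Gene groups not yet described showed mixed changes. With MS-275, 5 of 18 immediate early genes rose and 3 fell (6 and 3 adjusted over the list alone), with Egr2 at 361.5 against 1.91 (adjusted p = 0.00103) and a camera adjusted p of 0.507. Hypoxia and glycolysis genes had 6 of 20 higher and 1 lower, also adjusted over the list alone, with Hk2 at 2468 against 124.0 (adjusted p = 0.01, and 0.0771 without MS-275 1) and a camera adjusted p of 0.782. In the vascular basement membrane 3 rose and 7 fell of 17, also adjusted over the list alone, with Lama1 higher (456.6 against 9.91) and Sparc lower (12120 against 49075), and a camera adjusted p of 0.272. Of 20 interferon response genes 3 rose and 2 fell (2 and 2 adjusted over the list alone), with Rsad2 at 3853 against 113.0 and Ddx58 at 758.3 against 3972, and a camera adjusted p of 0.782. Fetal growth and imprinted genes had 4 higher and 4 lower of 18, also adjusted over the list alone, with Plagl1 at 4707 against 215.3 and Mest at 1607 against 21598 (camera adjusted p = 0.782). The Mest call was lost without MS-275 1 (adjusted p = 0.0506). Lyve1 and Stab1 of lymphatic and sinusoidal endothelium fell (2850 ± 3725 against 23157 ± 2777, adjusted p = 0.0132, and 285.4 ± 295.0 against 16000 ± 4157, adjusted p = 6.0e-04), and that list had 2 lower of 10 with 0 higher, also adjusted over the list alone (camera adjusted p = 0.782). Without MS-275 1 and without MS-275 2 in turn, log2 differences were 3.16 and 4.94 for Hk2 (4.05 with both), 6.07 and 3.29 for Rsad2 (4.68), 5.74 and 4.42 for Plagl1 (5.08), -3.12 and -4.69 for Mest (-3.91), -6.74 and -2.07 for Lyve1 (-4.40) and -4.98 and -7.65 for Stab1 (-6.31). That of Plagl1 was 4.47 without adult control 2 and 6.11 without adult control 3. With Wnt3a, leukocyte adhesion genes had a median of 1.18 with 0 of 19 called, also adjusted over the list alone (camera adjusted p = 0.0869, and 0.024 with the set term, where adjusted p = 0.587 with an estimated correlation). In adults against E13.5 cell cycle genes had 2 higher and 1 lower of 30, also adjusted over the list alone (camera adjusted p = 0.388), and their median of -0.17 turned to 0.09 under quantile normalisation.

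Endothelial genes were near absent at E13.5 while markers of other brain cells were abundant, with Acta2 at 24395, Fabp7 at 8156, Slc1a3 at 6377, Col6a1 at 3969 and Olig2 at 1805. The authors' scaling is argued against, since the smallest fall of the endothelial list was -8.09 (log2, E13.5 minus adult) over the scalings tried. RNA from other cell types could account for part of the pattern, as 7 of the 7 tested marker lists of other cells had a median above 1 (log2) at E13.5. Of the 110 genes of these lists in the table, 18 had a mean of at least 10 in adult control and 92 at E13.5, and 6 are also held by another list. The purity check with CD31 and isolectin B4 that the methods describe would show such cells, not remove them. The study reports high purity by that check, which runs against RNA from other cells. Pecam1, which encodes CD31, was near absent at E13.5 all the same, so that explanation stays open. The study also describes low or no expression of neuronal, astrocyte and pericyte genes, and the E13.5 values above go against that. On Pecam1, Cdh5 and Cldn5 its descriptions differ, since its results text calls them strongly expressed and a figure legend calls them lower at E13.5. Stage is confounded with the group. A difference between ECs of the 2 stages is argued against as the whole of the pattern. All 27 of 27 endothelial list genes were lower at E13.5, by a median of 8.22 (log2), beside the 92 expressed markers of other cells. As a part of the pattern such a difference stays open, untested. The comparison cannot be read as one of ECs at 2 stages alone.

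Wnt3a 2 lay nearer to adult control 3 than to Wnt3a 1. A library batch that crosses the groups may account for this, since the lowest correlation of the set difference between adult groups was 0.34, and 389 and 333 genes differed over 2-fold between the sets in the same direction in 3 groups where independence gives 27.4 and 23.7. The sets were read from these same deviations, so the direction of that correlation is no evidence and only its size is. The same holds for the shared direction of the 389 and 333 genes, for which the counts under independence are no fair baseline. An untreated library in place of Wnt3a 2 may do so too, since the Wnt3a differences of the sets correlated at 0.04. A small effect of Wnt3a could give so low a correlation too. The differences were larger within set 1 (SD 1.03 on the log2 scale) than within set 2 (0.56), each with 1 Wnt3a library. An effect that differs between cultures stays open and untested.

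Endothelial genes fell with MS-275. The authors' scaling is argued against, with a smallest list fall of -4.00 (log2) over the scalings tried. The falls were unequal, since 14 of 27 endothelial genes had a 95% interval that left out the median fall. A lower share of ECs as the whole of the change predicts equal falls only if other cells hold none of these genes. That was not tested, so the intervals cannot decide on it. As part of the change a lower share of ECs cannot be told apart from an effect within ECs, because the medians of 7 lists of other cells spread over 1.62 (log2). None was below 0 at the authors' scaling, while 4 of them were under quantile normalisation. That scaling shifts genes with no read, and it moved the oligodendrocyte and microglial medians alike from 0 to -0.63. The 4 signs therefore do not help to decide. An effect of HDAC inhibition on EC genes stays open as a hypothesis.

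For the genes called between adult and E13.5, 1 of the 10 splits of the 6 samples gave as many, the real 7462, and the highest other gave 0 by limma. The splits are too few for a share under 0.05.

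At an adjusted p under 0.05 and an absolute log2 fold change above 0.2, limma, edgeR and DESeq2 called 0 genes after Wnt3a. At an unadjusted p under 0.05 they had 916, 925 and 1166. The study's methods describe a DESeq2 design meant to adjust for batch effects and name no batch, while these fits held no batch term. The methods of the study name the adjusted limit, with no base for the fold change, and its results text a p with no adjustment named. The count at the adjusted limit is lower than the values quoted from the study above, and the counts at an unadjusted p cover all genes and are not compared with them.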
